# Analysis of the basal chordate *Botryllus schlosseri* reveals a set of genes associated with fertility

**DOI:** 10.1186/1471-2164-15-1183

**Published:** 2014-12-26

**Authors:** Delany Rodriguez, Erin N Sanders, Kelsea Farell, Adam D Langenbacher, Daryl A Taketa, Michelle Rae Hopper, Morgan Kennedy, Andrew Gracey, Anthony W De Tomaso

**Keywords:** Ascidian, Tunicate, Fertility, Infertility, Gonad formation, Germline

## Abstract

**Background:**

Gonad differentiation is an essential function for all sexually reproducing species, and many aspects of these developmental processes are highly conserved among the metazoa. The colonial ascidian, *Botryllus schlosseri* is a chordate model organism which offers two unique traits that can be utilized to characterize the genes underlying germline development: a colonial life history and variable fertility. These properties allow individual genotypes to be isolated at different stages of fertility and gene expression can be characterized comprehensively.

**Results:**

Here we characterized the transcriptome of both fertile and infertile colonies throughout blastogenesis (asexual development) using differential expression analysis. We identified genes (as few as 7 and as many as 647) regulating fertility in *Botryllus* at each stage of blastogenesis. Several of these genes appear to drive gonad maturation, as they are expressed by follicle cells surrounding both testis and oocyte precursors. Spatial and temporal expression of differentially expressed genes was analyzed by *in situ* hybridization, confirming expression in developing gonads.

**Conclusion:**

We have identified several genes expressed in developing and mature gonads in *B. schlosseri*. Analysis of genes upregulated in fertile animals suggests a high level of conservation of the mechanisms regulating fertility between basal chordates and vertebrates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1183) contains supplementary material, which is available to authorized users.

## Background

*Botryllus schlosseri* is a colonial ascidian found in shallow subtidal marine habitats around the world. Ascidians are urochordates; the sister group of vertebrates [1–4]. Ascidian embryogenesis results in a chordate tadpole larva (that exhibit chordate characteristics such as a notochord, a dorsal nerve cord, pharyngeal slits, and a post-anal tail) that hatches and undergoes a short free-swimming phase. Larvae disperse, find a suitable substrate, then settle and metamorphose (during this process the tail is reabsorbed and the notochord is lost) into the adult form (called an oozooid; Figure 1) that is now sessile. The oozooid has a complex body plan, including a gastrointestinal tract (incurrent and excurrent siphons, pharynx, stomach, intestine), central and peripheral nervous system, an endocrine system, as well as a complex hematopoietic system and extracorporeal vasculature.

**Figure 1:**
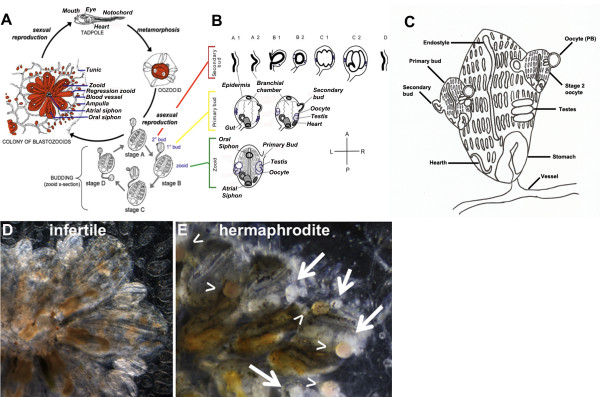
***Botryllus schlosseri*** **sexual and asexual development (blastogenesis) and anatomy. A)** Sexual cycle showing the larva stage and metamorphosis into oozoid. **B)** Asexual cycle – blastogenesis: Dorsal views of zooids (green frame), primary buds (yellow frame) and secondary buds (red frame). A secondary bud appears as a thickening of the epidermis and the peribranchial chamber leaflet of the primary bud (stage A1), which evaginates into a closed vesicle (stage B2), followed by organogenesis (stages C1-D). Gonadogenesis occurs in the secondary bud from mobile precursors (blue; stages B1-C2). During takeover (stages C2-D), the secondary bud becomes the primary bud and a new blastogenic cycle begins for the next secondary bud. After the second takeover event, the primary bud opens its siphons and becomes a functional adult (zooid). In fertile colonies (as illustrated here), the hermaphrodite gonad fully matures on both sides of the zooid. **C)** Schematic showing the anatomy of an adult fertile zooid with two primary buds. **D** and **E)** Ventral live image of both infertile and a fertile colonies (respectively). Arrows point to testes and arrowheads point to eggs. Panels A and B are modified from Brown *et al*. 2009, Laird *et al*. 2005 and Laird and De Tomaso 2005.

*B. schlosseri* belongs to a subset of ascidians that are colonial, and grow not by increasing in size, but by a lifelong, recurring asexual budding process during which entire bodies are regenerated *de novo* every week, resulting in an expanding colony of genetically identical individuals, called blastozooids (hereafter shortened to zooids). Zooids have the same body plan as the oozooid, and arrange themselves into star-shaped structures called systems (Figure 1A). A single tadpole larva can give rise to a colony consisting of thousands of systems with tens of thousands of zooids. The zooids are connected by a common, extracorporeal vasculature that ramifies throughout the colony. However, while linked by a common vasculature, the zooids and buds are independent, and zooids or systems can be separated from the colony and continue to grow (called subcloning). The ability to collect pieces of the same genotype at different time points is a powerful characteristic of *B. schlosseri* as an experimental model for these studies [3].

While the entire colony can have a lifespan ranging from nine months to several years, the zooids themselves are transient. After completing a two-week developmental program, zooids have a defined lifespan of one week as an adult. During that week, new zooids are regenerating in a process called *blastogenesis.* This process is coordinated throughout the colony and arranged spatially such that a colony consists of three co-existing asexual generations within each system (Figure 1A and B) [3–7]. The center of the colony is occupied by the zooids, which are actively feeding and, when fertile, sexually reproducing. They are joined peripherally by primary buds, which are completing development. In turn, these are connected to secondary buds, which are in the initial stages of development. Neither primary nor secondary buds feed or sexually reproduce.

The zooid has a lifespan of one week, then dies in a process called *takeover*. During takeover, all zooids undergo simultaneous apoptosis and are removed by phagocytic cells in the blood. The primary bud then migrates into the newly vacated region of the colony, opens its siphons and becomes a zooid, the secondary bud becomes the primary bud, and a new secondary bud begins developing from a region of the primary bud called the peribranchial epithelium (Figure 1B,C).

### Somatic regeneration

Blastogenesis is synchronized throughout a colony and takes 14 days under laboratory conditions. This process can be divided into distinct visual stages, each lasting one day and demarcated by major morphogenetic changes (illustrated in Figure 1B). As outlined in Figure 1 (panel B), a new generation starts as a secondary bud, first visible as a thickening of the peribranchial epithelium of a primary bud (Stage A1), which evaginates and forms a closed vesicle (Stage B2). Next, a series of epithelial invaginations and protrusions appear as development proceeds (Stage C1). After 7 days (Stage D), a takeover event occurs, the secondary bud transitions to a primary bud, and over the next 7 days completes organogenesis, including initiating new secondary bud(s). At day 14, the zooid of the preceding generation undergoes takeover and is removed, the bud migrates to the new zooid position, and opens its siphons.

### Germline development

Ascidians are hermaphrodites, and adult animals can develop both testes and eggs. Following metamorphosis, colonies undergo an average of eight to twelve developmental cycles prior to the development of gametes (sexual maturity) [8, 9]. In addition, natural populations show seasonal fertility, and in the lab cycle in and out of reproductive (fertile) and non-reproductive (infertile) states [10–13]. In turn, sexuality is also plastic, and colonies can be either hermaphroditic, or male only (with no oocytes visible) (Figure 1D-E)*.*

When a colony is fertile, development of the gametes is synchronized with somatic development [10–13]. Germline stem cells (GSCs) seed the secondary bud (Figure 1B) and begin to proliferate. However, development of oocytes and testis are not linked. Testes develop *in situ*, and are visible in the secondary bud at stage B2, and completing development approximately 10 days later, when that secondary bud becomes a zooid [10–13]. In contrast, oocytes appear to take several cycles to mature (described in detail, below), and oocytes at different stages of development (pre-vitellogenic and vitellogenic) will seed the secondary bud along with the GSCs.

### Egg development

*B. schlosseri* is ovoviviparous and mature eggs are about 300 μm in diameter, and are surrounded by a series of cell layers. These include a layer of outer follicle cells (OFC) a layer of inner follicle cells (IFC) and test cells (TC) [14]. Each egg resembles a small ovary consisting of an oocyte, the envelopes (OFC, IFC and TC) and its own oviduct. Oocyte precursors first appear in secondary buds, ripen in primary buds, and ovulate when the primary buds are transitioning to mature zooids during takeover [14–16]. Oocyte development takes place in the primary bud from stages A1 to C2 and can be described as 5 stages: At stage 1, oocyte precursors are 10 μm in diameter, with a high nuclear to cytoplasmic ratio. At stage 2, the oocyte diameter increases up to 50 μm. At stage 3 oocyte diameter is approximately 80 μ. At stage 4, the oocyte diameter is 120 μm, and vitellogenesis, the process of secretion of nutrients into the oocyte by follicle cells, is initiated. The diameter of stage 5 oocytes is 220 μm, vitellogenesis is almost completed, with yolk granules becoming larger. At the end of the blastogenic cycle one to four oocytes mature and are ovulated into the peribranchial space during takeover (stage D). Usually a number (approximately 6 per primary bud) of oocytes remain arrested at stage 2 (in a previtellogenic stage) which can move from the zooid into the blood stream and reach a new primary bud where they can potentially mature in successive blastogenic generations [3].

To better understand the mechanisms of gonad differentiation and fertility, we used mRNA-seq to identify genes that are differentially expressed between fertile and infertile colonies. Using differential expression analysis combined with *in situ* hybridization, we have identified a number of genes associated with fertility in *Botryllus*, particularly genes expressed by follicle cells - surrounding both testis and oocyte precursors - that may drive maturation. This study is the first step to comprehensively characterize the mechanisms of gonad maturation and fertility in *Botryllus schlosseri*.

## Results and discussion

The recent publication of a draft genome sequence for *Botryllus schlosseri* has identified homologs of vertebrate genes known for their function in lymphoid-mediated immunity as well as eye, ear and heart function [17]. Although this is an important step towards establishing *Botryllus* as a model organism, an analysis of gene expression dynamics throughout the blastogenic cycle is an important tool to further strengthen this non-conventional model system. One of the limitations of a newly established model organism is that we can infer the function of most proteins in *Botryllus* only based on comparison to homologs in other species or analysis of conserved protein domains.

To study spatial and temporal gene expression in *Botryllus*, we combined transcriptomics, quantitative RT-PCR and *in situ* hybridization. 

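RNA of whole colonies of Botryllus schlosseri, a colonial ascidian that renews its zooids in a cycle of budding called blastogenesis, was sequenced as paired-end libraries at 7 stages, with 3 fertile and 3 infertile libraries at each stage and 42 libraries in all. In each group 1 of the 3 libraries was a pool of several genotypes. The paper's supplementary sheets of mapped reads give library totals, which match the counts recovered below as read pairs. The fertile libraries held between 13593293 and 26094225 mapped read pairs, with a median of 16786822. The infertile libraries held between 13515527 and 23765595, with a median of 15938525. The authors aligned the reads to an assembly of expressed sequence tags, counted them per contig and compared the groups with DESeq separately at each stage. Their deposited tables list 50106 contigs per stage with the mean normalized counts of each group, the fold change, its log2, a p-value and an adjusted p-value, but no value per library. A mean of 3 libraries of whole read pairs can take few values, and this allowed the count of each library to be recovered: at least 99.6% of the contigs in each group and stage had a single solution. The contigs with several solutions all had group means of 10909 normalized counts or more, and they were left without library values. Recovered libraries carry no genotype name, so they were numbered from 1 to 3 within each group and stage, from the largest to the smallest size factor, and a number is not shared between stages. Each read pair entered the authors' counts as 2. Library values below are these counts divided by the library's size factor. They were tested with limma on log2(normalized count + 1), for contigs with a mean of at least 10 normalized counts, with Benjamini-Hochberg adjustment at a 10% FDR. An exact permutation test of 3 libraries against 3 cannot give a 2-sided p below 0.1, so none is given for single contigs. Stages were normalized separately, so levels are compared within a stage.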

To explore the genes involved in gonad formation and fertility, mRNA seq analysis was performed at each stage of the blastogenic cycle (A1, A2, B1, B2, C1, C2 and D) on a total of 3 fertile genotypes and 3 infertile genotypes (Additional file 1: Figure S1 and Additional file 2: Figure S3 and Additional file 3: Table S1, Additional file 4: Table S2, Additional file 5: Table S3, Additional file 6: Table S4, Additional file 7: Table S5, Additional file 8: Table S6, Additional file 9: Table S7). After Quality Control analysis (see Methods), the sequences were mapped to our publicly available *Botryllus schlosseri* EST database Bot_asmb assembly (04.05.2011, A. Gracey) (consisting of 50,107 contigs and representing several genotypes, both fertile but non-pregnant and infertile, at different stages of the blastogenic cycle. See Methods for further details.) (Additional file 10: Table S8 and Additional file 11: Table S9). In order to identify putative homologs of the ESTs in our database, we performed a translated BLAST (blastx) analysis using the non-redundant human protein database (NCBI version 4/25/13) as well as non-redundant protein databases for *Mus musculus, Drosophila melanogaster, Ciona intestinalis and Danio rerio* (an E-value of 1.0 x 10-4 was chosen as the cutoff for a “homolog” for the purpose of this study; Additional file 3: Table S1, Additional file 4: Table S2, Additional file 5: Table S3, Additional file 6: Table S4, Additional file 7: Table S5, Additional file 8: Table S6, Additional file 9: Table S7). Contigs that are differentially expressed (DE) between infertile and fertile animals were detected by DESeq with a false discovery rate (FDR) of 10% (Additional file 3: Table S1, Additional file 4: Table S2, Additional file 5: Table S3, Additional file 6: Table S4, Additional file 7: Table S5, Additional file 8: Table S6, Additional file 9: Table S7, Additional file 12: Table S10 and Additional file 13: Table S11) [18]. Table 1 shows the number of DE contigs at each stage of the blastogenic cycle at a 10% FDR (Additional file 3: Table S1, Additional file 4: Table S2, Additional file 5: Table S3, Additional file 6: Table S4, Additional file 7: Table S5, Additional file 8: Table S6, Additional file 9: Table S7, Additional file 12: Table S10 and Additional file 13: Table S11).

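The Benjamini-Hochberg adjustment was recomputed from the p-values of the authors' deposited tables, which cover between 46710 and 46995 contigs per stage. At a 10% FDR it called 592 contigs at stage A1, 136 at A2, 647 at B1, 125 at B2, 7 at C1, 61 at C2 and 221 at D, and every call was shared with the authors' adjusted p-values. Of the 1789 calls over the 7 stages, 1711 were higher in fertile animals and 78 were lower. The share of calls higher in fertile animals was 99.2% at A1 (95% Wilson interval 98.0% to 99.6%) and 81.9% at D (76.3% to 86.4%). The 1789 calls fell on 897 contigs, of which 532 were called at 2 or more stages. The alternative that moved a count most was a threshold of 1% FDR at stage A2, which left 35 calls.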

**Table 1:** **Number of differentially expressed EST’s (10% FDR) at each stage of the blastogenic cycle and number of those EST’s with human homologs**

Stage of blastogenesis	Number of differetially expressed genes (10%FDR)	Number of human homologs
A1	592	290
A2	136	70
B1	647	304
B2	125	59
C1	7	2
C2	61	32
D	221	122

Many of the homologs of these contigs have been previously demonstrated to play a role in germline development, fertility and/or fertilization in humans and other organisms (Table 2). In *Botryllus,* conserved genes required for embryonic germ cell specification, such as *vasa*, *piwi* and *nanos,* are expressed in primitive germ cells that are present in juveniles as well as in both fertile and infertile adult animals [19–23]. Therefore, genes that are upregulated in fertile animals in our analysis are likely to be involved in gonad formation/maturation and germ cell differentiation.

**Table 2:** **Differentially expressed genes upregulated in fertile versus infertile colonies and their human and/or ascidian homologs**

DE at Stage(s) of Blastogenesis	EST 5-11 contig name	Homo sapiens or Ascidian homologue	BaseMean Infertile	BaseMean Fertile	FoldChange	pval	padj	Function or Expression	Reference
A1*, A2, B1, C2 and D	CAP3_round1_contig_7511	Histone H1.0	5.33	5031.92	944.26	1.15E-09	3.39E-07	Regulates gene transcription through chromatin remodeling, facilitating expression of fertility-related genes.	[49]
A1, B1*, B2, C1, C2 and D	CAP3_round1_contig_5534	Vitellogenin-1	49.17	45603.55	927.44	2.26E-15	4.49E-12	Involved in secretion of nutrients into the oocyte by follicle cells	[14–16]
A1*, B1, and B2	Bot_c25439	F-box only protein 24 isoform 3	1.18	1062.39	901.21	1.58E-19	1.23E-15	Substrate-recognition component of the SCF (SKP1-CUL1-F-box protein)-type E3 ubiquitin ligase complex	[50]
A1 and B1*	Bot_rep_c36004	Erythrocyte band 7 integral membrane protein isoform a	2.78	1395.43	502.30	4.21E-19	1.64E-15	Expressed on red blood cells.	[51]
A1 and B1*	Bot_rep_c36244	Testis-specific serine/threonine-protein kinase 2	0.72	333.98	462.92	1.59E-15	3.11E-12	Expressed in both mouse and human sperm.	[52]
C2*	Bot_c1378	Microfibrillar-associated protein 4	4.24	1334.72	314.97	1.84E-06	3.61E-03	Involved in photoprotection of the skin.	[53]
A1*, B1 and B2	Bot_c2674	Kelch-like protein 10	3.42	766.95	223.81	5.53E-04	1.41E-01	Encodes a component of intercellular bridges in *Drosophila* egg chambers.	[54]
A1, A2, B1*, and B2	CAP3_round1_contig_5576	Histone H2B type 1-L	3.98	1152.34	289.37	7.74E-15	1.10E-11	Required to condense chromatin in sperm, removes heterochromatin marks, facilitating gene expression	[55]
A1, A2, B1* and B2	Bot_rep_c35370	Creatine kinase S-type mitochondrial	7.80	2193.66	281.17	4.12E-18	1.38E-14	Is expressed in cardiac and striated muscle.	[56]
A1*, B1 and D	Bot_c3513	Tolloid-likeprotein 1	0.61	159.21	261.65	2.42E-08	5.34E-06	Mammalian tolloid (BMP-1) is a proteinase involved in ovarian tissue remodeling	[35]
A1*, A2, B1 and B2	Bot_rep_c45338	Testis-specific serine/threonine-protein kinase 1	6.67	1358.25	203.49	4.31E-16	1.34E-12	Testicular germ cell-specific expression, possible role at and after the meiotic phase of spermatogenesis	[26], 57]
A1, B1, B2*, C2 and D	Bot_rep_c45532	Low density lipoprotein-related protein 1	5.68	1129.89	199.07	3.26E-10	2.18E-06	Mediates endocytosis of cholesterol-rich LDL. In mice, LDLR is expressed in germ cells	[58]
B1, B2 and C2*	Bot_c16824	Zona Pellucida sperm binding protein-1	2.88	568.93	197.42	2.72E-06	4.70E-03	Involved in oocyte development, protection, sperm binding.	[33],59]
A1, A2, B1* and D	Bot_c13044	P-Selectin	1.89	362.01	191.12	9.33E-11	4.21E-08	Expressed in the oolema of oocytes in hamsters and humans, as well as in sperm following the acrosomal reaction	[37–39]
A1 and B1*	CAP3_round1_contig_8583	Ubiquitin-conjugating enzyme E2 R2	10.47	1902.72	181.78	1.04E-11	6.27E-09	Ubiquitin-protein ligase complex, mediates ubiquitination and proteosomal degradation of target proteins during spermatogenesis	[60]
A1 and B1*	Bot_c2928	NAD+-specific isocitrate dehydrogenase beta precursor	7.87	1072.58	136.14	1.78E-05	2.23E-03	Possible role in oxidation of isocitrate to alpha-ketoglutarate in the citric acid cycle.	[61]
A1* and B1	Bot_rep_c45410	Outer dense fiber of sperm tails 3-like 2	5.51	750.03	135.99	3.47E-14	3.69E-11	Structural protein surrounding the axoneme in both the middle piece and principal piece of the sperm tail.	[62]
A1* and B1	Bot_c16543	CD81 antigen (Tetraspanin-8)	1.19	150.88	125.95	2.73E-10	9.77E-08	Expressed by granulosa cells surrounding the oocyte in mice. Reduced fertility in CD81-/- null mice, possible role in acrosomal reaction	[63]
A1*, B1, B2	CAP3_round1_contig_7986	Meltrin-S	5.49	625.35	113.78	1.78E-13	1.74E-10	Mediates cleavage of proteoglycans during the release of the oocyte in mammals	[64]
A1, B1*	CAP3_round1_contig_6892	ADAM metallopeptidase domain 12	35.70	3526.16	98.75	1.55E-09	5.14E-07	ADAMs play roles in spermatogenesis and sperm function, potentially by effecting maturation of sperm and their adhesion and migration	[64, 65]
A1, A2*, and B1	CAP3_round1_contig_4222	Cyclin A1	8.29	808.46	97.45	4.87E-05	3.39E-02	Involved in cell cycle.	[66]
A1 and B1*	Bot_rep_c35625	Serine racemase	14.60	1226.71	84.00	1.37E-13	1.37E-10	Expressed in human testes,pecifically in spermatogonia, spermatocytes, spermatids, Leydig and Sertoli cells	[67]
A1, B1*, B2	CAP3_round1_contig_4558	Fibrous sheath-interacting protein 2	29.98	2389.31	79.67	3.66E-11	1.90E-08	Expressed in late spermatocyte development.	[68]
A1*, B1 and D	Bot_c1197	Hemicentin-1 precursor	22.88	1722.58	75.28	4.39E-13	3.55E-10	Facilitates the gliding of the developing gonad along epithelial basement membranes and germline cellularization.	[69]
A1*, A2 and B1	CAP3_round1_contig_9899	Testis-specific serine/threonine-protein kinase 6	21.59	1245.79	57.70	5.29E-12	3.18E-09	Essential for spem production and function	[70]
A1*, B1 and D	CAP3_round1_contig_9042	OTOA protein	91.00	4925.43	54.12	2.39E-12	1.54E-09	Expressed in sensory epithelia of the inner ear.t Has also been classified as a testis-selective cancer/testis (CT) gene	[27]
A1, A2, B1*, C2 and D	Bot_rep_c50436	Fukutin	21.63	1124.36	51.99	6.28E-06	8.64E-04	Mouse homozygous-null embryos showed folding of the egg cylinder, leakage of maternal red blood cells into the yolk sac cavity.	[71]
A1*, A2 and D	Bot_c2465	ATP-binding cassette sub-family B member 5 isoform 1	59.69	2393.08	40.10	5.75E-11	2.56E-08	In *Drosophila*, ABC transporters efflux prenylated peptides out of somatic gonadal precursors to serve as chemoattractants for migrating germ cells	[72]
A2*	Bot_c25254	Retinol dehydrogenase 12	37.74	1127.87	29.88	2.41E-08	1.87E-04	In *Botryllus schlosseri* retinoic acid signaling is involved in gonad formation	[23]
A1, B1* and D	CAP3_round1_contig_9460	Tubulin beta-4B chain	351.41	10282.63	29.26	1.61E-07	3.41E-05	Tubulin is the major constituent of microtubules; post-translational modification bu monoglycalation specifi incorporation into axonemes.	[73]
A1 and B1*	CAP3_round1_contig_2349	Ciliary dynein heavy chain 9	122.18	3015.52	24.68	1.06E-08	3.02E-06	Possible role in sperm development or motility	[74]
A1*, A2, B1 and D	Bot_rep_c36144	Cyclic nucleotide-gated olfactory channel	46.02	1050.24	22.82	7.82E-09	1.91E-06	Expressed in the flagellum of mature sperm, involved in sperm movement	[75]
A1*	CAP3_round1_contig_7272	Cyclin B3	280.56	1503.78	5.36	5.99E-04	5.22E-02	Involved in cell cycle regulation	[66]

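The 33 contigs named in Table 2 were all resolved to library values at the stage given there for the fold change. At that stage the 3 fertile libraries lay above the 3 infertile libraries for 33 of the 33 contigs, and the ratio of the group means had a median of 136. For 5 contigs every infertile library had at most 3 read pairs, and their differences are known only as lower bounds, from at least 26.7-fold to at least 188-fold. The ratios of the others ranged from 5.36 to 944, and with the 5 at their bound the median was 97.5. With limma, 29 of the 33 passed a 10% FDR. The 4 that did not have their fold change listed at A2 or C2. Over all 7 stages, 213 of the 231 combinations of contig and stage were higher in fertile animals and 103 were called from the deposited p-values. These include 98 entries of Table 2 and 5 further combinations. At C2, 17 of the 33 contigs were higher in fertile animals.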

Table 2 includes human and/or ascidian homologs that are differentially expressed (at 10% FDR) throughout the blastogenic cycle. BaseMean Infertile = mean normalized counts from Infertile, BaseMean Fertile = mean normalized counts from Fertile. FoldChange = fold change from Infertile to Fertile, pval = p value for statistical significance; padj = p value adjusted for multiple testing at 10% false discovery rate; Differentially expressed (DE) genes at stage(s) of the blastogenic cycle bold and (*) show the reported basemean infertile and fertile pval, padj for that particular contig at that particular stage.

The number of differentially expressed genes varied greatly between stages of the blastogenic cycle, from a minimum of 7 at stage C1 to a maximum of 647 at stage B1 (Table 1).

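On library values, limma called 438 contigs at stage A1, 451 at B1, 16 at D, 5 at B2 and 1 at C2. No contig passed at A2 or C1, where 2320 and 1593 contigs had an unadjusted p below 0.05, against 1869 and 1914 expected by chance. Of the contigs called from the deposited p-values, 411 at A1 and 431 at B1 were also called by limma. The fertile and infertile libraries did not overlap for 583 of the 592 contigs called at A1, 119 of 136 at A2, 628 of 646 with library values at B1, 114 of 121 with library values at B2, 7 of 7 at C1, 60 of 61 at C2 and 204 of 221 at D. Chance gives 10% for a contig not selected beforehand, but these were selected by tests on the same libraries, so the counts describe the calls and do not test them. The setting that moved the limma count most at B1 without leaving out a library was voom, which called 100 contigs. Single libraries weighed on these counts: without infertile library 3 the count was 978 at B1 and 581 at D, without fertile library 3 it was 193 at A2, and without infertile library 1 it was 252 at C2. Contigs called higher at other stages were also mostly higher in fertile animals at stages with few calls. Of 810 such contigs at C1, 94.4% were higher in fertile animals, with a median log2 fold change of 1.36, and the highest median of 10000 random lists matched on mean expression was 0.17. These are group means, and the libraries of the groups were not apart at C1. Over 750 such contigs, the infertile libraries had medians of 78.7%, 7.39% and 4.49% of the fertile mean. The fertile libraries were at 63.1%, 48.1% and 177%. The same genotypes recur at every stage, so the random lists do not show what differences between genotypes alone would give. At C2, 59.9% of 760 such contigs were higher, with a median of 0.67.

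**Figure D1:**
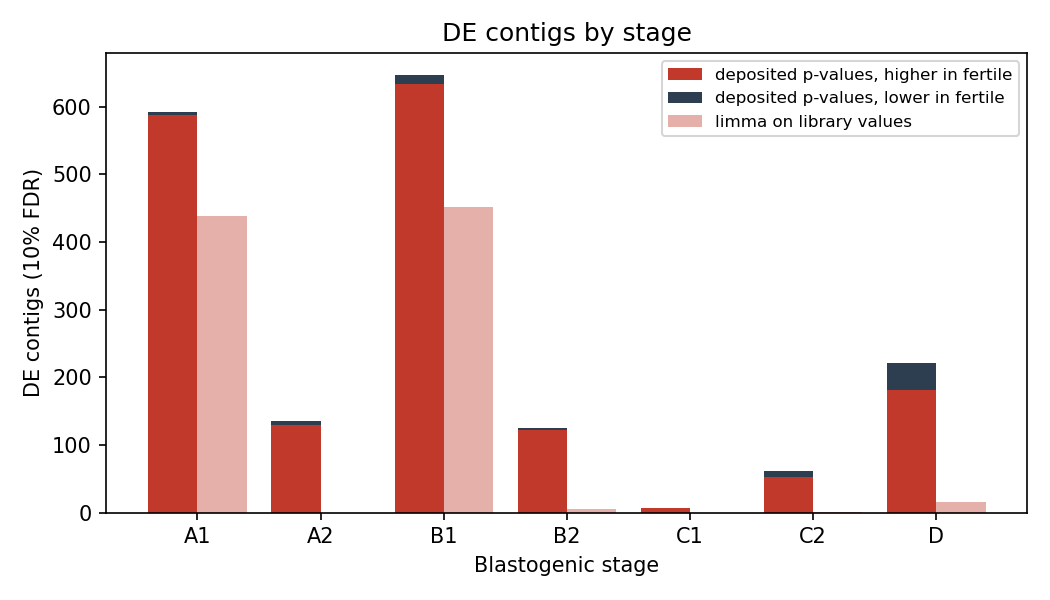
Number of DE contigs at a 10% FDR (vertical axis) at each blastogenic stage (horizontal axis), from the deposited p-values, divided into contigs higher and lower in fertile animals, and from limma on library values. The bars from the deposited p-values range from 7 contigs at C1 to 647 at B1, and the limma bars from 0 at A2 and C1 to 451 at B1.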

In *Botryllus* spermatogenesis begins at stage A1 in the testis of the zooid and continues until stage B2 when mature sperm is released through the oral siphon out into the water [3]. Consistent with this timing, we found that based on homology, a significant portion of the genes upregulated in stages A1 and A2 are functionally related to sperm formation (Additional file 3: Table S1, Additional file 4: Table S2, Additional file 14: Table S12, Additional file 15: Table S13, Additional file 16: Table S14, Additional file 17: Table S15, Additional file 18: Table S16, Additional file 19: Table S17, Additional file 20: Table S18, Additional file 21: Table S19). 

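All 33 contigs of Table 2 were higher in fertile animals at stages A1 and A2, and from the deposited p-values 30 were called at A1 and 11 at A2. At A2 the contig of tsk-1 (Bot_rep_c45338) had 1468 ± 1290 normalized counts in fertile and 7.25 ± 2.65 in infertile libraries (SD, n = 3 each), and tsk-6 (CAP3_round1_contig_9899) had 968 ± 737 and 19.7 ± 15.8. The 3 fertile libraries lay above the infertile ones for both. Both were called in the authors' deposited DESeq table (adjusted p = 0.0822 and 0.0976), but neither was called by limma at this stage (adjusted p = 0.764 and 0.342). The share of all DE contigs at A1 and A2 with a homolog related to sperm was not analysed here. By homology, the paper relates a significant part of the genes upregulated at these stages to sperm formation. It describes this as fitting the start of spermatogenesis at A1.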

Since most of these homologs are involved in spermatogenesis in vertebrates (references in Table 2), these data suggest some degree of conservation of the mechanisms governing spermatogenesis between ascidians and vertebrates.

To investigate the spatial and temporal expression pattern of DE genes, we performed quantitative RT-PCR (qPCR) and fluorescent *in situ* hybridization (FISH) for genes that were selected from the most highly DE genes with human homologs: *p-selectin (slep)*, *otoancorin (otoa)*, *tetraspanin-8 (tspan8)*, *low-density lipoprotein receptor (ldlr)*, *testis-specific serine/threonine kinase 1 (tsk1)* and *2 (tsk2*) and genes with known roles in fertility in other organisms: *estradiol 17* β *dehydrogenase-8 (hsd17*β*8), zona pellucida sperm binding protein 1 (zp1), vitellogenin-1 (vtg1), tolloid-like-1 (tll1*). All of these genes were analyzed in fertile colonies at each stage of the blastogenic cycle by qPCR (Additional file 22: Figure S2).

We found expression of these genes in: testes or developing testes (*otoancorin, tetraspanin-8, testis-specific serine/threonine kinase 1, vitellogenin*); localized to maturing eggs (*vitellogenin, ldlr, zona-pellucida sperm binding protein-1, tolloid-like protein-1*); oocytes at stage 2 (*estradiol 17*β *dehydrogenase-8, p-selectin, testis-specific serine/threonine kinase 2, tetraspanin-8*); and other tissues (*zona-pellucida sperm binding protein 1, p-selectin, and ldlr*) (Figure 2).

**Figure 2:**
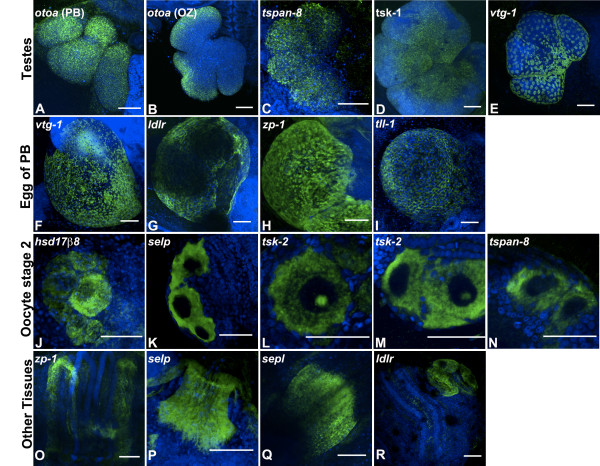
**Fluorescent** ***in situ*** **hybridization (FISH) for selected differentially expressed genes on fertile colonies.** FISH for selected genes with homologs in humans and other organisms was performed on whole mounts of adult fertile colonies. Nuclei were stained with DAPI (blue) and riboprobes are shown in green. Based on their expression patterns in developing gonads, these genes fall into four distinct categories: 1) **(A-E)** localized to testes or developing testes (*otoa, tspan8, tsk1, vtg1*); 2) **(F-I)** localized to maturing eggs (*vtg1, ldlr, zp1, tll1*); 3) **(J-N)** oocytes at stage 2 (*hsd17*β*8, selp, tsk2, tspn8*); and 4) **(O-R)** other tissues (*zp1, selp, and ldlr*). *otoa* = otoancorin, *tspan8* = tetraspanin-8, *tsk1* = testis-specific serine/threonine-protein kinase1, *tsk2* = testis-specific serine/threonine-protein kinase2, *vtg1* = vitellogenin, *ldlr* = Low-density lipoprotein receptor 1, *zp1* = zona-pellucida sperm binding protein 1, *tll1* = Tolloid-like protein1, *hsd17*β*8* = Estradiol 17β dehydrogenase-8, *selp* = P-selectin. Scale bar 50 μm.

Testis-specific serine/threonine protein kinases phosphorylate myelin basic protein and histones *in vitro*[24]. The testicular germ cell-specific expression of the mouse homologs suggests that these genes play an important role at and after the meiotic phase of spermatogenesis [25]. In *Botryllus, Testis-specific serine/threonine protein kinases*, *tsk-1, tsk-2* and *tsk-6* are upregulated in fertile animals based on our DE analysis (*tsk-1*: 203-fold upregulated at stage A1; *tsk-2*: 462-fold upregulated at stage B1; *tsk-6*: 57-fold upregulated at stage A1). qPCR analysis showed that both *tsk-1* and *tsk-2* are highly upregulated between stages A2 and B2, and *in situ* hybridization indicates that the mRNA is expressed on developing testes (Figure 2) consistent with a crucial role of these genes in spermatogenesis.

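The contig of tsk-1 (Bot_rep_c45338) had 1358 ± 55.7 normalized counts (SD, n = 3) in fertile and 6.67 ± 4.00 (SD, n = 3) in infertile libraries at stage A1, a 203-fold difference. Its log2 fold change on library values was 7.66 (standard error 0.54, limma adjusted p = 0.00325), and all 3 fertile libraries were above the infertile ones. At B1, tsk-2 (Bot_rep_c36244) had 334 ± 123 normalized counts in fertile libraries (SD, n = 3). Every infertile library had at most 3 read pairs, which makes the difference at least 57.8-fold (limma adjusted p = 0.0042). The contig of tsk-6 (CAP3_round1_contig_9899) was 57.7-fold higher at A1, with 1246 ± 346 against 21.6 ± 11.1 normalized counts (SD, n = 3 each; limma adjusted p = 0.0052). At C2, tsk-1 was not higher in fertile animals: the means were 45.0 ± 32.7 and 420 ± 705 (SD, n = 3 each), and the groups overlapped. The infertile mean there rests on a single library, and without that library the fertile mean was the higher.

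**Figure D2:**
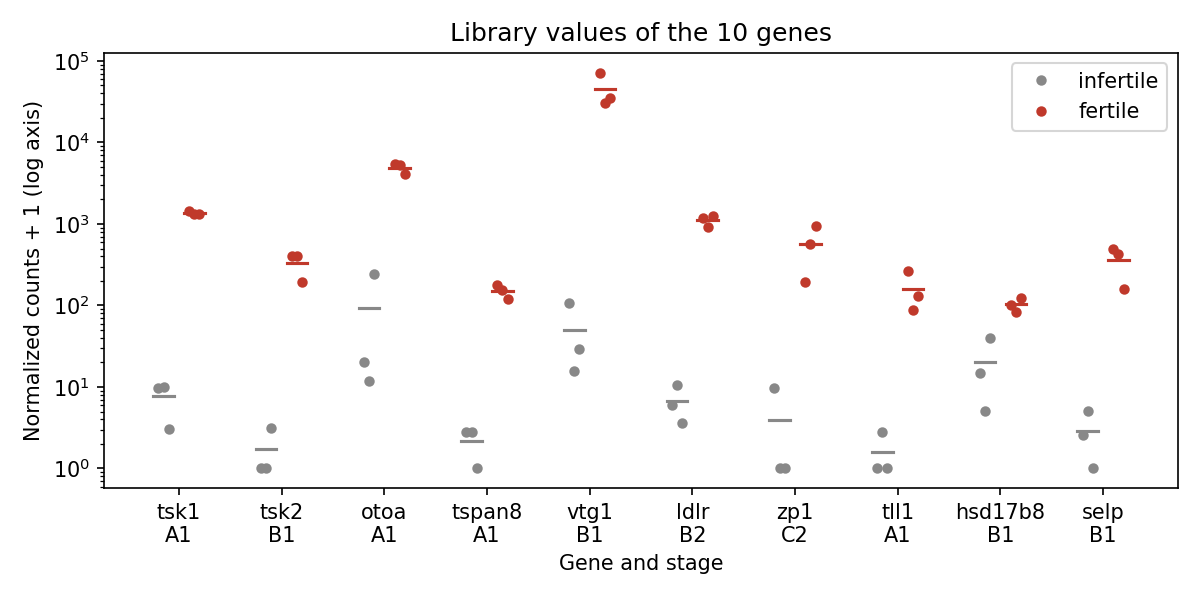
Normalized counts plus 1 (vertical log axis) of 10 genes in each library (points) at the stage named under each gene (horizontal axis), with group means as lines. For all 10 genes the 3 fertile libraries lie above the 3 infertile libraries; vtg1 reaches 71566 normalized counts in 1 fertile library.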

In mammals, Otoancorin is specific to sensory epithelia of the inner ear but in humans it has also been classified as a testis-selective cancer/testis gene [26]. 

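The contig of otoancorin (CAP3_round1_contig_9042) had 4925 ± 728 normalized counts (SD, n = 3) in fertile libraries at stage A1 and 91.0 ± 131 (SD, n = 3) in infertile libraries, where library 3 alone had 243. The ratio of the means was 54.1, and it was 324 without that library. The log2 fold change on library values was 6.97 (standard error 1.05, limma adjusted p = 0.0397), with 3 of 3 fertile libraries above the infertile range.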

Based on our DE analysis, the *Botryllus* homolog of *otoancorin* is upregulated 54-fold in fertile animals at stage A1. By *in situ* hybridization, *otoancorin* shows strong expression from stage A1 through B1 in the testes of the primary bud (pb) (Figure 2A), indicating that in *Botryllu*s, *otoancorin* might be involved in spermatogenesis. By qPCR, its expression level is highest in A1, and decreases as the blastogenic cycle continues. Interestingly, testes of the zooid also show signal for *otoancorin* mRNA, but expression is restricted to the peripheral cells of the testes (Figure 2B).

Tetraspanin/CD9-like is an oocyte factor required for sperm-oocyte fusion [27]. Consistent with these findings in mammals, *in situ* hybridization shows expression of the *Botryllus* homolog of *tetraspanin-8* on stage 2 oocytes. The ADAM-integrin-tetraspanin complex, known to constitute a network of membrane microdomains called the tetraspanin web, is potentially involved in the migration of prespermatogonia from the center to the periphery of the testicular cords and in the reinitiation of mitotic activity during the initial wave of spermatogenesis [28]. By qPCR, expression of *tetraspanin-8* in *Botryllus* is highest at stage A1, coinciding with the initiation of spermatogenesis. Furthermore, our DE analysis revealed a 125-fold upregulation of *tetraspanin-8* in fertile animals at stage A1. 

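In the 3 fertile libraries of stage A1, tetraspanin-8 (Bot_c16543) ranged from 119 to 180 normalized counts, with a mean of 151 ± 30.2 (SD, n = 3). No infertile library had more than 3 read pairs. The difference was therefore at least 26.7-fold, with a limma adjusted p of 0.00917 and all 3 fertile libraries higher.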

*In situ* hybridization showed cells expressing *tetraspanin-8* mRNA in the testes of the primary bud, and suggests that the role of Tetraspanin proteins in spermatogenesis is likely to be conserved between *Botryllus* and vertebrates.

Vitellogenins are lipophosphoglycoproteins that are produced under female hormonal control in large central organs (fat body in insects; liver in higher animals) and are transported in the circulation to the female gonads [29]. In *Botryllus*, a *vitellogenin* homolog is 927-fold upregulated in fertile animals at stage B1. 

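Vitellogenin (CAP3_round1_contig_5534) at stage B1 had 45604 ± 22582 normalized counts (SD, n = 3) in fertile and 49.2 ± 48.7 (SD, n = 3) in infertile libraries. The ratio of the means was 927, and without infertile library 1, which held 105 normalized counts, it was 2140. The log2 fold change was 10.19 (standard error 0.72, limma adjusted p = 0.00239), and each of the 3 fertile libraries was above every infertile one.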

Two novel isoforms of *vitellogenin*, both of which possess vWF-D and CT domains but not a lipovitellin or phosvitin domain, are expressed in the gonad of the ascidian *Halocynthia roretzi*[30]. *In situ* hybridization revealed that mRNAs of these proteins are specifically expressed in oocytes and test cells, accessory cells in the perivitelline space of ascidian eggs. Immunohistochemistry showed that these proteins are localized around the surface of test cells in immature oocytes [30]. In *Botryllus*, *vitellogenin* expression is highest at stage B2 (Additional file 22: Figure S2), and, consistent with the findings in *Halocynthia*, *in situ* hybridization shows expression on maturing eggs of the primary bud (Figure 2).

Interestingly, *vitellogenin* mRNA is also expressed by follicle cells on the testes of both the primary bud and the zooid (Figure 2). These cells are restricted to the periphery of the testes and seem to surround them, in contrast to the mRNA’s of *otoancorin, testis-specific serine/threonine-protein kinase 1 and tetraspanin-8* (Figure 2), which are expressed by cells in the inner compartment of the testes.

To date, all molecularly characterized vitellogenin receptors belong to the low-density lipoprotein receptor (ldlr) supergene family. Ldlr receptors localized in coated pits on the surface of growth-competent oocytes are able to accumulate in the yolk high concentrations of vitellogenin and other ligands they recognize [29]. A *Botryllus schlosseri* homolog of *ldlr* is upregulated 199-fold in fertile animals at stage B2, and qPCR analysis shows that expression of *ldlr* in *Botryllus* is highest at stage A2 (Additional file 22: Figure S2). 

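At stage B2 the ldlr contig (Bot_rep_c45532) had 1130 ± 181 normalized counts (SD, n = 3) in fertile and 5.68 ± 3.48 (SD, n = 3) in infertile libraries, a 199-fold difference with a log2 fold change of 7.53 on library values (standard error 0.55, limma adjusted p = 0.0212; higher in 3 of 3 fertile libraries). It was 1 of 5 contigs that limma called at this stage.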

By *in situ* hybridization, we found that *ldlr* is expressed in follicle cells of maturing eggs in the primary bud (Figure 2), suggesting that it might function as a vitellogenin-receptor during oocyte maturation.

In *Halocynthia roretzi*, a 120-kDa transmembrane protein with a zona pellucida domain and a 13 EGF-like repeats (HrVC120), has been shown to be the receptor in the vitelline coat that binds to sperm [31]. *Ciona intestinalis* has several genes related to HrVC120 that are exclusively expressed in developing oocytes but not in eggs [32]. 

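The contig with a Zona Pellucida domain, zp-1 (Bot_c16824), had 569 ± 379 normalized counts (SD, n = 3) in fertile and 2.88 ± 4.99 (SD, n = 3) in infertile libraries at stage C2. All infertile reads came from 1 library, with 8.65 normalized counts, and the ratio of the means was 197. The 3 fertile libraries were all higher, but limma did not call the contig at a 10% FDR (log2 fold change 7.79, adjusted p = 0.323). In the authors' deposited table its adjusted p at C2 was 0.00473. At A1 it was 27.7-fold higher in fertile animals, where limma called it (adjusted p = 0.0459) and the authors' deposited table did not (adjusted p = 0.379).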

We found a gene containing a Zona Pellucida domain, *zp-1*, that is highly upregulated in fertile animals (197-fold change at stage C2) and highly expressed at stage A1 (Additional file 22: Figure S2). By *in situ* hybridization, we found that *zp-1* is expressed by the follicle cells that surround the egg in the primary bud. To our knowledge this is the first report of a gene with a Zona Pellucida domain in a colonial ascidian. This finding reflects the close relationship of these animals with vertebrates and the fact that this domain has been maintained in deuterostomes suggests that it is indispensable for sperm-egg interaction [27, 33].

Mammalian *Tolloid* (*Bmp-1*) is a proteinase involved in ovulation. During ovarian tissue remodeling, it contributes to the maturation of procollagen molecules and the deposition of collagen fibrils [34]. 

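For tolloid-like protein 1 (Bot_c3513), fertile libraries of stage A1 held 88.0, 129 and 261 normalized counts. Reads were found in only 1 infertile library, at no more than 3 read pairs, so the difference was at least 28.2-fold (limma adjusted p = 0.0121, 3 of 3 fertile libraries higher). The fold depends on how the low infertile counts are treated, and it was 99.6 with a pseudocount of 1 on both group means.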

In *Botryllus*, a *tolloid-like protein 1* homolog is expressed on follicle cells of maturing oocytes of the primary bud and is upregulated 261-fold in fertile animals at stage A1 (Figure 2).

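The hsd17b8 contig (Bot_c2901) had 103 ± 20.8 normalized counts (SD, n = 3) in fertile and 19.0 ± 18.0 (SD, n = 3) in infertile libraries at stage B1, a 5.41-fold difference. It was 11.4-fold without infertile library 3. All 3 fertile libraries were above the infertile ones, but the contig did not pass a 10% FDR, with an adjusted p of 0.227 in the authors' deposited table. On library values the log2 fold change was 2.82 (standard error 0.76, limma adjusted p = 0.322).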

A *Botryllus schlosseri* homolog of *estradiol 17* β *dehydrogenase-8* (*hsd17*β*8*) is highly upregulated in fertile animals (5.4-fold at stage B1), and as expected, given its involvement in estrogen metabolism [35], its mRNA localizes to oocytes at stage 2 (Figure 2).

A *Botryllus schlosseri* homolog of *p-selectin* (selp) is upregulated 191-fold in fertile animals at stage B1. 

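P-selectin (Bot_c13044) had 362 ± 179 normalized counts (SD, n = 3) in the fertile libraries of stage B1, from 159 to 495. With at most 3 read pairs in each infertile library, the difference was at least 62.7-fold, and 3 of 3 fertile libraries were higher (limma adjusted p = 0.0101).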

By *in situ* hybridization, this gene is expressed on several stages of oocytes (Figure 2). The function of this protein in germ cells is poorly understood, but it is expressed in the oolema of oocytes in hamsters and humans, as well as in sperm following the acrosomal reaction, and is hypothesized to be involved in sperm-oocyte adhesion [36–38]. We measured the diameter of the oocytes expressing *p-selectin*, and found that their size increased as the blastogenic cycle advanced (Table 3). Cells positive for *p-selectin* mRNA range from 16–21 μm in diameter at stage A1, suggesting they are stage 2 oocytes as classified by Manni [3, 14–16]. Stage 2 oocytes are defined as being greater than 10 μm in diameter (bigger than stage 1 oocyte precursors) but less than 50 μm in diameter (smaller than stage 3 oocytes). By the middle of the blastogenic cycle, *p-selectin*-positive cells can reach up to 39 μm (stage B2). By the end of blastogenesis, one or two *p-selectin*-positive cells per primary bud will be about 42 μm in diameter, and could indicate that these cells are committed to become mature oocytes [14–16]. This supports the concept that there is a persisting reservoir of egg-precursors, and only one or two of those cells will increase in size to move on to stage 3 and develop into the egg of the primary bud for the following blastogenic cycle [14–16].

**Table 3:** **Measurements of** ***p-selectin*** **positive cells, mean and standard deviation (SD) in the primary bud throughout the blastogenic cycle**

Stage	Range of diameters ( μm)	Mean ( μm)	SD ( μm)
A1	16-21	26.35	4.14
A2	20-30	20.42	2.98
B1	25-37	35.58	5.46
B2	23-39	29.76	8.44
C1	22-35	31.35	5.59
C2	19-42	28.48	5.82
D	15-22	18.18	7.33

Unexpectedly, we found that stage 2 oocytes were positive for the mRNA of *testis-specific serine/threonine-protein kinase 2* gene at stage B1 and B2 of the blastogenic cycle. Moreover, a strong nucleolus like signal was observed in about 30-40% of positive cells. This finding could indicate a previously unknown function of this gene in oogenesis.

Finally, we observed that some of the genes upregulated in fertile animals are expressed in tissues outside of the germ line. Particularly *p-selectin* mRNA is expressed on the oral and excurrent siphons of both the zooid and primary bud (Figure 3B arrows). Interestingly, at stage D of the blastogenic cycle, *p-selectin* positive cells are arranged in a calyx shape (Figure 2Q) of the primary bud as it transitions to a zooid during takeover. A *Botryllus schlosseri* homolog of *Zona pellucida binding protein-1* showed mRNA expression on cells that run along the endostyle of both zooid and primary bud, while *ldlr* showed positive mRNA expression on secondary bud tissue at stage B1.

**Figure 3:**
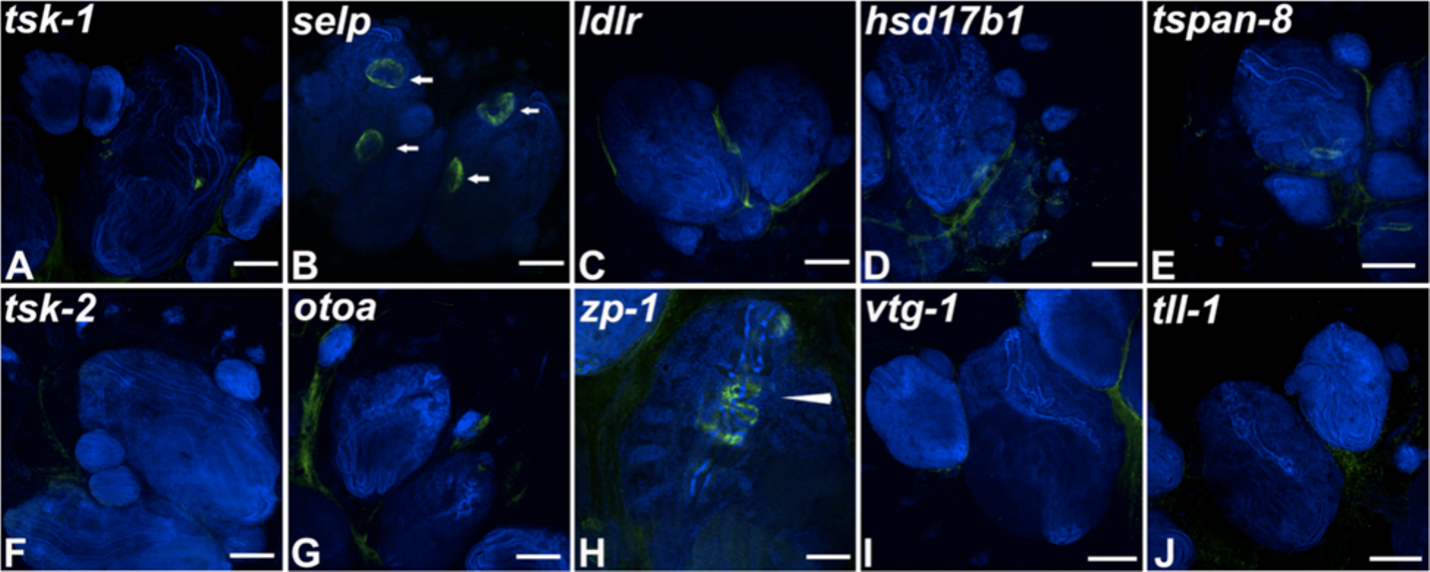
**Fluorescent** ***in situ*** **hybridization (FISH) for selected differentially expressed genes on infertile colonies.** FISH for selected genes was performed on whole mounts of adult infertile colonies **(A-J)**. Nuclei were stained with DAPI (blue) and riboprobes are shown in green. Expression of genes detected in fertile colonies is absent in juveniles except for p-selectin (localizing to both oral and excurrent siphons) as indicated by arrows **(B)** and Zona-pellucida sperm binding protein1 (localizing to the endostyle) as indicated by the arrowhead **(H)**. *otoa* = otoancorin, *tspan8* = tetraspanin-8, *tsk1* = testis-specific serine/threonine-protein kinase1, *tsk2* = testis-specific serine/threonine-protein kinase2, *vtg1* = vitellogenin, *ldlr* = Low-density lipoprotein receptor 1, *zp1* = zona-pellucida sperm binding protein 1, *tll1* = Tolloid-like protein1, *hsd17b8* = Estradiol 17β dehydrogenase-8, *selp* = P-selectin. Scale bar 200 μm.

The set of fertility-related genes we have identified represents the first reported molecular markers for a variety of *Botryllus schlosseri* anatomical structures. Specifically, we found transcripts expressed by the testes (both developing and mature testes), by follicle cells surrounding both maturing oocytes and testes, by oocytes at stage 2 and by the siphons (oral and excurrent). These markers will undoubtedly serve as a valuable resource for other researchers examining fertility in *Botryllus*.

To obtain a broader perspective and explore the biological roles of the genes identified in our DE analysis, we performed a gene ontology (GO) analysis on the human homologs of differentially expressed genes (Table 1) at each stage of the blastogenic cycle (Human genes were used as a proxy in our GO analysis because *Botryllus* ESTs lack GO annotation) [39–41]. Specifically, annotation based on biological processes provided significant insight into functional changes related to fertility throughout the blastogenic cycle, and are discussed here. Other GO annotations (All annotations and molecular function) are included in Additional file 14: Table S12, Additional file 15: Table S13, Additional file 16: Table S14, Additional file 17: Table S15, Additional file 18: Table S16, Additional file 19: Table S17, Additional file 20: Table S18, Additional file 21: Table S19, Additional file 23: Table S20, Additional file 24: Table S21, Additional file 25: Table S22, Additional file 26: Table S23, Additional file 27: Table S24, Additional file 28: Table S25, Additional file 29: Table S26, Additional file 30: Table S27, Additional file 31: Table S28, Additional file 32: Table S29, Additional file 33: Table S30, Additional file 34: Table S31, Additional file 35: Table S32, Additional file 36: Table S33, Additional file 37: Table S34, Additional file 38: Table S35, Additional file 39: Table S36, Additional file 40: Table S37 and Additional file 41: Table S38. Furthermore, we conducted Inter Pro analysis to find conserved protein domains (Additional file 17: Table S15, Additional file 21: Table S19, Additional file 26: Table S23, Additional file 30: Table S27, Additional file 37: Table S34, and Additional file 41: Table S38).

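At stage A1, 587 of the contigs called at a 10% FDR were higher in fertile and 5 were lower. At A2, 129 were higher and 7 were lower. Some of these had no infertile reads at all, 61 contigs at A1 and 21 at A2, and for them the deposited fold change is infinite.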

At stages A1 and A2, 592 (290 with human homologs) and 136 (70 with human homologs) genes are upregulated in fertile animals, respectively. GO analysis revealed that genes related to male meiosis, spermatogenesis, cilium, proteolysis, microtubule based movement, meiosis, spermatid development, cilliary or flagellar motility, female gamete generation and male meiosis are upregulated (Additional file 14: Table S12, Additional file 15: Table S13, Additional file 16: Table S14, Additional file 18: Table S16, Additional file 19: Table S17 and Additional file 24: Table S18), correlating with the fact that spermatogenesis begins in this timeframe. Inter Pro analysis revealed that these genes contain domains such as EGF, LDLR, BMP, Selectin and Meiotic recombination Spo11, among others (Additional file 21: Table S19 and Additional file 26: Table S23). These results are congruent with previous non-molecular observations indicating that gametogenesis starts during these stages.

At stages B1 and B2, 647 and 125 genes are DE with 304 and 59 human homologs respectively. 

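At stage B1, 633 of the called contigs were higher in fertile animals and 14 were lower, and at B2 these numbers were 122 and 3. The parts of the supplementary sheets used here list 1832 of the 50106 contigs for B1 and 1864 for B2, and they include every called contig. In them a human homolog is named for 47.0% of the called contigs at B1 and 47.2% at B2. At a 5% FDR, 38 contigs with a human homolog were called at B2 in place of 59.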

Genes related to male meiosis, spermatogenesis, spermatid development, microtubule-based movement, cell differentiation, motility, filipodium assembly, flagellar motility, cell adhesion, female gamete generation and apoliprotein binding are upregulated in fertile animals (Additional file 23: Table S20, Additional file 24: Table S21, Additional file 25: Table S22, Additional file 27, Table S24, Additional file 28: Table S25 and Additional file 29: Table S26). Inter Pro analysis revealed that these genes contain domains such as EGF, Kringle, CUB, Speract/Scavenger Kelch, Calcium binding, ADAM, and Peptidase S1/S6/M12A, BMP1/Tolloid, Zona pellucida sperm-binding protein and LDLR among others (Additional file 26: Table S23 and Additional file 30: Table S27). These results reflect the complex biological processes occurring during these stages, which also have the highest number of DE genes, and are consistent with the timing of sperm maturation and release.

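Stage C1 had 7 called contigs, all higher in fertile animals, and C2 had 52 higher and 9 lower. The parts of the sheets used here, 1917 contigs for C1 and 1894 for C2 out of 50106, cover every call. A human homolog is named for 28.6% of the calls at C1 and 52.5% at C2. An unadjusted deposited p below 0.05 was found for 528 of 46986 contigs with a p-value at C1 and 1273 of 46995 at C2. Both are under the share of 0.05 that chance gives, so these counts alone are no evidence of further changed contigs.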

At stage C1 and C2, 7 and 61 genes are DE with 2 and 32 human homologs respectively. The predominant GO terms at these stages included oocyte maturation, oocyte growth, lipoprotein metabolic process, regulation of cholesterol transport, positive regulation of estrogen receptor, extracellular matrix disassembly, and tissue remodeling, among others (Additional file 31: Table S28, Additional file 32: Table S29, Additional file 34: Table S31, Additional file 35: Table S32 and Additional file 36: Table S33). The Inter Pro analysis for this stage revealed domains such as: Apple-like, LDLR, Kringe, Aquaporin, Tetraspanin, EGF, Zona Pellucida sperm-binding protein, Peptidase S1/S6/M12A and FY rich, among others (Additional file 33: Table S30 and Additional file 37: Table S34). At these stages maturing oocytes rapidly increase in size and are preparing to move into the branchial basket of the zooid.

Finally at stage D 221 genes are DE (with 122 human homologs). 

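At stage D, 181 of the called contigs were higher in fertile animals and 40 were lower, a share that lies within the interval of stage C2 (74.3% to 92.0%). The part of its sheet used here lists 1784 of 50106 contigs. It names a human homolog for 55.2% of the calls, of which 105 were higher in fertile animals.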

GO analysis revealed the presence of annotations including cell adhesion, carbohydrate metabolism, regulation of developmental process and response to corticosteroids stimulus, proteolysis, lipoprotein transport, cholesterol transport, estrogen receptor signaling pathway, oocyte growth (Additional file 38: Table S35, Additional file 39: Table S36 and Additional file 40: Table S37) and the Inter Pro analysis of the genes upregulated at this stage revealed the following protein domains: EGF, Notch, CUB, LDLR, Selectin, and Peptidases S1/S1A/S6, among others (Additional file 41: Table S38). At this stage mature oocytes begin to transition from the peribranchial cavity into the branchial basket of the new zooid.

In summary, our GO analysis has revealed a number of genes with potential involvement in spermatogenesis at stages A1-B2, correlating with what has been described for *Botryllus schlosseri*[3]. The *Botryllus* homologs of these genes are promising candidates for future studies on testes maturation and sperm production. 

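The paper relates the homologs of vitellogenin (CAP3_round1_contig_5534) and ldlr (Bot_rep_c45532) in other species to yolk formation and lipid uptake. Both contigs remained higher in fertile animals late in the cycle. At stage D vitellogenin had 16923 ± 8123 normalized counts in fertile and 41.8 ± 12.6 in infertile libraries (SD, n = 3 each), a 405-fold difference (limma adjusted p = 0.00837). The ldlr contig was 36.6-fold higher at D (limma adjusted p = 0.0303). At C2 the differences were 109-fold for vitellogenin and 105-fold for ldlr. Limma called neither there (adjusted p = 0.534 and 0.13), although all 3 fertile libraries were above the infertile ones. In the authors' deposited DESeq table for C2 both were called, with an adjusted p of 1.3e-11 for vitellogenin and 3.7e-08 for ldlr. For vitellogenin the ratio reached 272 when 1 library was left out.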

Homologs of genes with reported roles in lipid and steroid metabolism are upregulated at stages B1-D, representing key processes involved in oocyte maturation in other species that may be conserved in *Botryllus*[42–44].

## Conclusions

This manuscript represents the first step in the comprehensive characterization of gonad differentiation and fertility in *Botryllus schlosseri*. We have analyzed the transcriptomes of both infertile and fertile colonies and characterized the spatial and temporal expression of highly expressed genes involved in fertility. Our findings suggest a high level of conservation of the mechanisms regulating fertility between basal chordates and vertebrates. Some of the genes characterized in this study were found to have unexpected spatial localization, such as *testis serine/threonine kinase 2*, which is expressed by egg precursors. Another example is *vitellogenin*, which localizes to both follicle cells surrounding the egg and equivalent cells surrounding the testes.

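The parts of the supplementary sheets used here list between 1784 and 1917 of the 50106 contigs for each of 5 stages, and none for A1 and A2. They name a homolog of vasa for 1 contig, of nanos for 1 and of piwi for 2, so further contigs of these genes can be missing. These 4 contigs were examined at the 7 stages. The nanos contig (Bot_c494) was higher in fertile animals at all 7 stages, and it passed a 10% FDR at A1, with 274 ± 48.4 against 28.2 ± 15.1 normalized counts (SD, n = 3 each). Its fold there was 9.71, its adjusted p was 0.0038 in the authors' deposited table and its limma adjusted p was 0.0288. It also passed at B1, where it was 7.79-fold higher (limma adjusted p = 0.063), and all 3 fertile libraries were above the infertile ones at both stages. The vasa contig (CAP3_round1_contig_8235) was between 2.05-fold and 3.48-fold higher and did not pass at any stage, with a lowest adjusted p of 0.582 from the deposited p-values. One piwi contig (Bot_c34775) was between 1.91-fold and 4.55-fold higher (lowest adjusted p 0.433) and the other (454_debris_c36) was lower at 7 of 7 stages, between 0.254-fold and 0.878-fold. Adjusted within each stage over these 4 contigs alone, 13 of the 28 combinations of contig and stage passed, against 2 adjusted over all contigs. Of the 13, 1 was lower in fertile animals, 454_debris_c36 at D (0.254-fold).

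**Figure D3:**
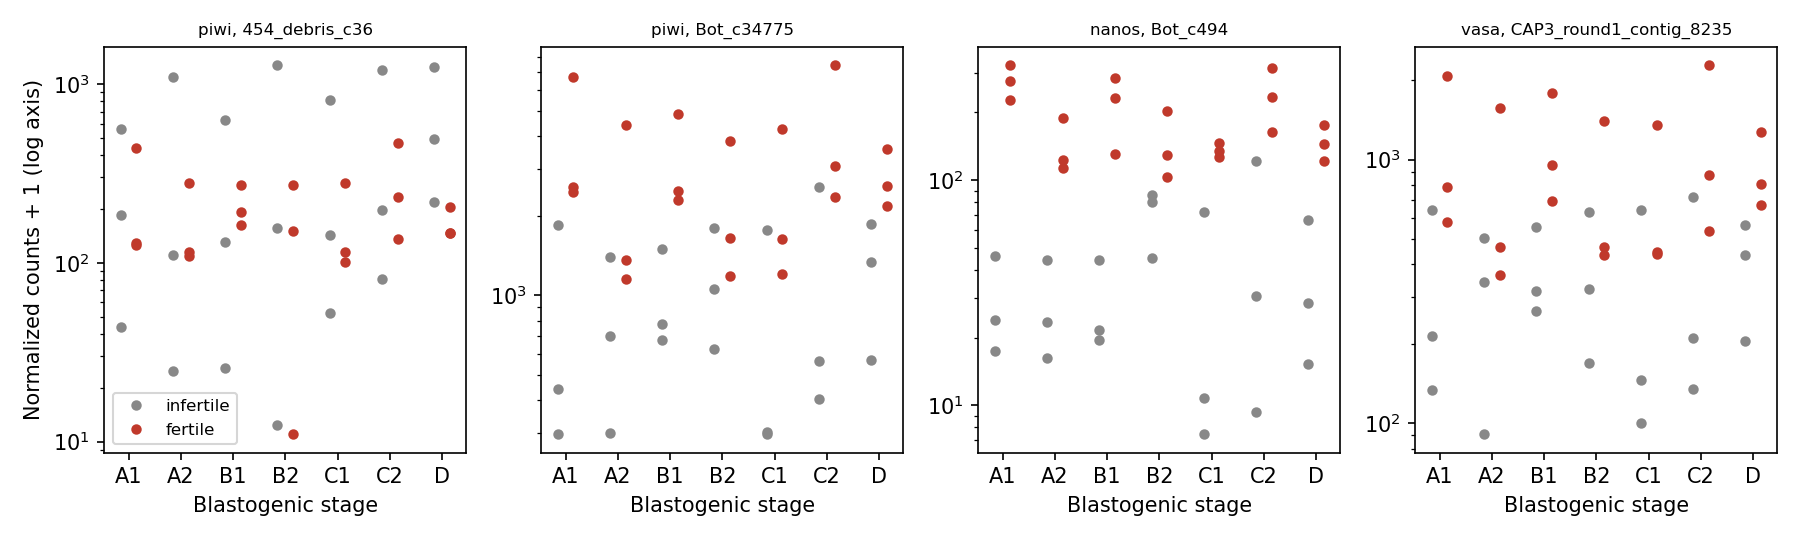
Normalized counts plus 1 (vertical log axis) of the 4 germline marker contigs in each library (points) at each blastogenic stage (horizontal axis). Fertile and infertile libraries are apart for nanos at A1 and B1, where it is 9.71-fold and 7.79-fold higher in fertile animals.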

Interestingly, known germline markers such as *vasa*, *nanos* and *piwi* were not significantly differentially expressed between fertile and infertile colonies, most likely because both juveniles and infertile colonies have immature germ cells expressing these genes. We have identified specific markers for both developing gonads (and mature testes) throughout the blastogenic cycle in zooids, primary buds and secondary buds. Some of these markers are now being used to investigate the phenomenon of induced juvenile fertility in *Botryllus schlosseri* (Di Maio *et al.* unpublished).

In future studies, we will investigate differential gene expression between male and hermaphroditic colonies, which will allow us to characterize genes used exclusively in male or female gamete development and identify genes governing the process by which *Botryllus schlosseri* assumes a given reproductive state.

## Methods

### Animals

All mariculture procedures have been described previously (Boyd *et al.*, 1986). Briefly, we collected pregnant *Botryllus schlosseri* colonies from the Santa Barbara Marina, California. Individual colonies were tied to 3 × 5-cm glass slides and placed 5 cm opposite another glass slide (called the settlement slide) in a slide rack. The slide rack was placed into an aquarium, and within a few days the tadpoles hatched, swam to the settlement slide, and metamorphosed into the adult body plan (oozooid). Over 95% of the tadpoles hatch and immediately swim to and settle on the juxtaposed slide [45]. Animals are reared in 5 L tanks supplemented with food in suspension daily, and food is not limiting [45]. Only isolated genotypes reared in our mariculture facility were used for this study.

To explore only the genes involved in gonad formation and fertility, mRNA seq analysis was performed at every stage of the blastogenic cycle (A1, A2, B1, B2, C1, C2 and D, each stage as described by bud morphogenesis based on *in vivo* and histological features [46]) on a total of 3 fertile samples (SB801, SB841 and Mix genotypes SB802a, SB804, SB722 ) and 3 infertile samples (SB802d, SB-BB-001 and Mix genotypes SB831, SB645, SB714, SB841, SB842 ).

### RT-PCR, cloning, and quantitative PCR

Total RNA was isolated from whole colonies using Nucleo-Spin II columns from Macherey Nagel, and mRNA was isolated using the NEB Magnetic Bead Isolation kit. cDNA was made using Superscript II from Invitrogen. For RT-PCR, we used Clontech Advantage following the manufacturers′ recommendations for PCR conditions.

PCR products were isolated using Qiagen columns, then cloned into the Promega Easy-T vector and transformed using competent NEB5α from NEB. Single colonies were picked and inserts amplified using colony PCR and Clontech Advantage. PCR products were prepared for sequencing then sent for Sanger sequencing at the UC Berkeley Sequencing Facility.

Quantitative PCR (QPCR) analysis was done as described previously [47]. Briefly, Q-PCR was carried out using a LightCycler 480 II (Roche) and LightCycler DNA Master SYBR Green I detection (Roche, 12015099001). The thermocycling profile was as follows: 5 minutes at 95°C, 45 cycles of 95°C for 10 sec, 50-60°C for 10 sec, and 72°C for 10 sec. All gene expression data was normalized to *elongation factor 1*-α (*EF1-* α) as a reference house keeping gene and reported as relative expression using the 2^-ΔΔCt^ method.

Three biological and technical replicates were used for each gene.

Primers for QPCR are shown in Table 4.

**Table 4:** **Primers sequence for QPCR**

Gene name	Primers sequence 5′-3′
*tll-1*	Fwd-TTGCTGCACATCGAGTGTCT
	Rev-GTGCTACAAGTTGCGAGTGC
*tsk-2*	Fwd-GGCGTGGATTACCTTCACGA
	Rev-AAGCTCCATACGTCGGCAAT
*ldlr*	Fwd-GTGGTTCTGGAACCGGATGT
	Rev-TGACGAGTGCTCATCGGAAC
*tspan-8*	Fwd-AGTGGGAATTTGGGCTCTCG
	Rev-AGTCACAAGCGTCATCGGAG
*tsk-1*	Fwd-TTCGAAACACTCTGGGCGAA
	Rev-TCGGATGACTCAAGAGGGGT
*vtg-1*	Fwd-CGAGTCATGTATGTCCGCGA
	Rev-TGAAAGGCGAGCTGCAGTAA
*zp-1*	Fwd-GCAACGATCCATTTCCGTCG
	Rev-CTCGTCCAATGTGGCAGAGT
*otoa*	Fwd-AGATTTCGAGTTGCTTTTACAGGTTAC
	Rev-CAATACTTCAAAGACTGTTTCCTCTGT
*hsd17β8*	Fwd-GCGGTCTGGTAAGCTTTGGT
	Rev-GTCGGACGCAAGGAACAAAC
*selp*	Fwd-CTATTCTCTATACCCCGAAGGCTTTAC
	Rev-CTTCAGAGATTGTGAAAGAAGCAAT

### mRNA seq

Total RNA was isolated from whole colonies using the Nucleo-Spin RNA II kit (MN). Libraries were prepared and sequenced at the USC Epigenome Center using kits from Illumina following the manufacturers’ instructions. Paired-end libraries were generated for each sample and sequenced with an Illumina Hi-Seq 2000. The data supporting the results of this article have been deposited in NCBI’s Gene Expression Omnibus [48, 49] and are accessible through GEO Series accession number GSE62112 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62112). After RNASeq each paired end (PE) library was first checked for quality control (QC) using the software FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ ) with an average score of 28 across all bases (Illumina 1.5 encoding). Using FASTQ Trimmer we removed the adapters of the sequences by removing the first 12 bases of each read. All reads pairs passing QC were mapped using BOWTIE (2012 version 0.12.7) [50] to the public EST database Bot_asmb assembly (04.05.2011, A. Gracey) (http://octopus.obs-vlfr.fr/public/botryllus/blast_botryllus.php). Bot_asmb assembly (04.05.2011, A. Gracey), consisting of 50,107 contigs, is an assembly of two cDNA libraries generated from a mixture of *Botryllus schlosseri* genotypes at each stage of the blastogenic cycle and representing both infertile and fertile states. The libraries used to construct Bot_asmb assembly (04.05.2011, A. Gracey) consist of: (1) 10,000 arrayed clones sequenced from 5’ to 3’ ends using the Sanger method (200,000 sequences total with an average length of 950 base pairs) and (2) 454 sequencing of the same RNA with an average length of 400 base pairs. The number of reads mapping to each EST were obtained with Sam2Counts (Samtools version 0.1.18) and differential expression analysis was performed with DESeq 1.10.1 using triplicates for the analysis and a false discovery rate of 10% [18]. Fragments per kilobase per million (FPKM) were calculated using RSEM 1.2.3 for each paired-end library for each genotype at each stage of the blastogenic cycle for both infertile and fertile colonies. To identify putative homologs we blasted (BLASTX) to the non-redundant protein databases of *Homo sapiens Mus musculus*, *Drosophila melanogaster*, *Ciona intestinalis* and *Danio reirio* with an E-value cutoff of 1 × 10^-4^.

All bioinformatics analysis was performed on a Desktop computer running Ubuntu 12.10 and equipped with 16 GB of RAM.

### Gene Ontology and InterPro analysis

The list of human homologs of differentially expressed *Botryllus* contigs was submitted to GeneCodis 3, an on-line modular enrichment tool [39–41]. For this analysis, the following annotations were selected: GO Biological Process, GO Molecular Function and InterPro Motifs. The statistical parameters for these analyses were as follows: First, for co-occurrence analyses of annotations, a minimum support of 3 genes was required. Second, the statistical method to compute p-values was the hypergeometric test. Finally, to correct p-values for multiple hypothesis testing, FDR estimation was utilized. Of particular interest to this study were processes and pathways with a known role in fertility and gametogenesis.

### Fluorescent *in situ*hybridization (FISH)

Fragments of *Botryllus schlosseri* Estradiol *17-*β*-dehydrogenase 8* (*hsd17b8*), *P-Selectin* (*selp*), *Otoancorin* (*otoa*), *Testis-specific serine/threonine-protein kinase 2* (*tsk2*)*, Vitellogenin* (*vtg1*), *Tetraspanin 8 (tspan8), Zona-pellucida sperm binding protein 1* (*zp1*), *Low-Density Lipoprotein receptor* (*ldlr*), *Testis-specific serine/threonine-protein kinase 1* (*tsk1*)*, Tolliod-like 1* (*tll1*), ranging in size from 200 bp – 1 kb were amplified with Advantage cDNA polymerase (Clontech) and cloned into the pGEM-T Easy vector (Promega). SP6 or T7 RNA polymerase (Roche) were used to generate antisense RNA probes labeled with digoxigenin (Roche) or DNP (Perkin Elmer).

Single systems of fertile or infertile *Botryllus* were fixed with 4% formaldehyde in 0.1 M MOPS pH 7.5, 0.5 M NaCl for 3 hours and then transferred to methanol. To eliminate pigmentation, animals were bleached in 6% H_2_O_2_/methanol and then stored in methanol at -20°C. After rehydration, animals were permeabilized with proteinase K (10 μg/ml for 30 min) and then post-fixed with 4% formaldehyde. Prehybridization was carried out for 4 hours at 65°C in hybridization buffer (65% formamide, 5X SSC, 1X Denhardt's solution, 0.1% Tween-20, 5 mg/ml torula yeast RNA, 50 μg/ml heparin), followed by hybridization with DIG- and DNP-labeled probes in hybridization buffer overnight at 65°C. After washing off unbound probes, DIG-labeled probe was detected with an anti-DIG HRP-conjugated antibody (Roche) and TSA Plus fluorescent tyramide conjugate (Perkin Elmer). For double labeling, the HRP-conjugated anti-DIG antibody was then inactivated with 2% H_2_O_2_ in PBS with 0.1% Triton X-100 and DNP-labeled probes were detected with anti-DNP HRP-conjugated antibody (Perkin Elmer) and TSA Plus fluorescent tyramide conjugate (Perkin Elmer). After washing in PBS, specimens were flat-mounted with Vectashield (Vector Labs) and imaged on an Olympus Fluoview 1000 Spectral confocal microscope equipped with a 40X oil immersion objective. All FISH experiments were performed in triplicates. Only consistent reproducible staining throughout the whole-mount colonies was reported.

Primers for *in situ* hybridization probes are shown in Table 5.

**Table 5:** **Primer sequences for** ***in situ*** **hybridization probes**

Gene symbol	Primers sequence used for each gene 5′-3′
*hsd17β8*	Fwd-GCGGTCTGGTAAGCTTTGGT
	Rev-GTCGGACGCAAGGAACAAAC
*selp*	Fwd-CCTTCAGTTGCAACAAGGGC
	Rev-ACCGTTTCGGAGAGTTTCCC
*tsk-2*	Fwd-AAAATGCGAGAACATCCTACTCA
	Rev-TTCTGTTAGGTCCCCTGATTGTA
*otoa*	Fwd-CGCAGCGCAGGATTAAACTC
	Rev-GCCGTATTTGTCGTGGATGC
*vtg-1*	Fwd-CCGAACCGTACGGATACCTG
	Rev-TACGTTTTGGACGAAGGCGA
*tspan-8*	Fwd-CAATTTGGCGCTGTTCCTCG
	Rev-CACGACTCTTACGCGTATCCA
*zp-1*	Fwd-AGACGTGGTACCCATAGCCT
	Rev-ACGCTTATCGTGCAAGTGGA
*ldlr*	Fwd-GAATTTGCAGCTCGCTCTCG
	Rev-CATGACGAGTGCTCATCGGA
*tsk-1*	Fwd-GGAAAATGCTCGGAACGGTG
	Rev-CCCGAAAAACGGATGTCCA
*tll-1*	Fwd-TTGCTGCACATCGAGTGTCT
	Rev-TGCCGAAGAAAACGCTGTTG

### Measurement of stage 2 oocytes

After FISH (above) the diameter of *selp* positive cells were measured using FIJI image processing software. Each primary bud (average of five buds per experiment) with positive cells (average of ten positive oocytes stage 2) were measured of total of three colonies at each stage of the blastogenic cycle. Standard deviation was calculated using Microsoft Office Excel 2011.

## Electronic supplementary material

Additional file 1: **Figure S1.** Scatter plots of Differentially Expressed genes throughout the entire blastogenic cycle of *Botryllus schlosseri*. Plot of normalized mean versus log2 fold change infertile versus fertile for each stage of the blastogenic cycle. Red circles indicate genes that are significant at a 10% false discovery rate (FDR).

Additional file 2: Figure S3: Heat Maps of Differentially expressed genes of both infertile and fertile colonies at each stage of the blastogenic cycle of *Botryllus schlosseri*. Aqua color indicates relative low abundance/expression and darker blue indicates higher abundance/expression.

Additional file 3: Table S1: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage A1: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 4: Table S2: Differentially Expressed genes between infertile and fertile colonies at stage of *Botryllus schlosseri* A2: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 5: Table S3: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage B1: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 6: Table S4: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage B2: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 7: Table S5: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage C1: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 8: Table S6: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage C2: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 9: Table S7: Differentially Expressed genes between infertile and fertile colonies of *Botryllus schlosseri* at stage D: baseMean = mean normalized counts average over all samples from both conditions, baseMean Infertile = mean normalized counts from Infertile samples, baseMean Fertile = mean normalized counts from Fertile samples, foldChange = fold change from Infertile to Fertile, log2FoldChange = the logarithm (to basis 2) of fold change, pval = p value for the statistical significance, padj = p value adjusted for multiple testing with the Benjamini-Hochberg procedure.

Additional file 10: Table S8: Mapped reads to EST 5–11 for Fertile Samples.

Additional file 11: Table S9: Mapped reads to EST 5–11 for Infertile Samples.

Additional file 12: Table S10: FPKM for each stage of the blastogenic cycle for Fertile Samples.

Additional file 13: Table S11: FPKM for each stage of the blastogenic cycle for Infertile Samples.

Additional file 14: Table S12: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage A1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 15: Table S13: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage A1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 16: Table S14: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage A1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 17: Table S15: Inter Pro analysis of human homologs of differentially expressed genes at stage A1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 18: Table S16: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage A2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 19: Table S17: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage A2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 20: Table S18: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage A2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 21: Table S19: Inter Pro analysis of human homologs of differentially expressed genes at stage A2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 22: Figure S2: Quantitative PCR of selected differentially expressed genes for fertile colonies throughout the entire blastogenic cycle of *Botryllus schlosseri*. Plots show upregulation of the selected genes for each gene are normalized to stage A1 showing fold change at each stage of the blastogenic cycle. Control reference gene is *ef-1*α. Error bars are from three biological and three technical replicates.

Additional file 23: Table S20: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage B1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 24: Table S21: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage B1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 25: Table S22: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage B1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 26: Table S23: Inter Pro analysis of human homologs of differentially expressed genes at stage B1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 27: Table S24: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage B2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 28: Table S25: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage B2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 29: Table S26: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage B2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 30: Table S27: Inter Pro analysis of human homologs of differentially expressed genes at stage B2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 31: Table S28: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage C1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 32: Table S29: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage C1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 33: Table S30: Inter Pro analysis of human homologs of differentially expressed genes at stage C1. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 34: Table S31: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage C2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 35: Table S32: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage C2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 36: Table S33: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage C2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 37: Table S34: Inter Pro analysis of human homologs of differentially expressed genes at stage C2. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 38: Table S35: Gene Ontology analysis (All annotations) of human homologs of differentially expressed genes at stage D. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 39: Table S36: Gene Ontology analysis of Biological Processes of human homologs of differentially expressed genes at stage D. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 40: Table S37: Gene Ontology analysis of Molecular Function of human homologs of differentially expressed genes at stage D. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

Additional file 41: Table S38: Inter Pro analysis of human homologs of differentially expressed genes at stage D. Items = Codes of annotations, Items Details = description of annotations, Support = number of genes in input list with a given annotation, List size = number of genes in input list, Reference Support = number of genes in reference list with a given annotation, Reference size = number of genes in reference list, Hyp = Hypergeometric p-value, Hyp c = corrected Hypergeometric p-value (FDR), Genes = genes with given annotation in the input list.

How the deposited data were processed for this re-analysis (not part of the article)

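RNA of whole colonies was sequenced at 7 stages of the blastogenic cycle from 3 fertile and 3 infertile libraries per stage, 42 libraries in all. The authors trimmed the reads, aligned them with Bowtie to an assembly of expressed sequence tags, counted reads per contig with Sam2Counts and compared the groups with DESeq at each stage. The authors deposited 1 table per stage, in which the signal of each group is a mean of normalized counts over its libraries. The deposited fold change is the ratio of the fertile to the infertile mean without a pseudocount, and the deposited log2 value is its logarithm. The deposited p-values and adjusted p-values are the authors', and they cover the contigs with any reads.

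The tables hold group means and no library values. The design set before the data were examined allowed for library values where whole reads could be recovered from the means, and this was done. For each of the 14 group columns, 3 step sizes were found such that every mean is a sum of whole multiples of them. All 50106 contigs were solved in each column, and at least 49930 had a single solution. None of 42000 decoy values was solved. The contigs with several solutions hold between 25.9% and 66.6% of the group mean total, because they are the most abundant ones, and have no library values. Size factors computed from the recovered counts by the median of ratios were between 0.998 and 1.00 times those recovered. In a simulation of 20000 contigs, 19945 had a single solution and 100% of these were right. Reads are pairs, each counted as 2. For 2800 sampled contigs, the dispersion with which a negative binomial exact test on the recovered counts gives the deposited p-value was solved. For 763 it was equal to that of the recovered libraries, and for 2037 it lay on 1 fitted curve per stage. In each of the 14 columns, 1 order of the library totals of the supplementary sheets matched the recovered steps without a gap, and the next order was at least 0.00349% away. These sheets name the genotypes, but a match of this kind reads a label from values, so no genotype was assigned to a recovered library and no test uses one.

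Calls from the deposited p-values were made with a Benjamini-Hochberg adjustment recomputed here at a 10% FDR, over all contigs with a p-value within each stage. Library values were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), over contigs with a mean of at least 10 normalized counts. On simulated libraries of 38650 contigs, limma found 82 of 100 contigs changed 8-fold and 100 of 100 changed 30-fold, with 8 unchanged contigs called. The negative binomial exact test found 63 and 87, with 6 unchanged contigs called. Both simulations used stage A1 means, the same dispersion of 0.25 for every contig and independent libraries. They therefore do not show the power of either test at other stages or with unequal dispersions. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the rest. Differences between stages were tested with a limma interaction over 42 libraries, a fit in which libraries of 1 genotype at several stages count as independent.

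Between 4510759 and 15086150 read pairs per library fell on contigs with a single solution. A group whose libraries all had 3 read pairs or fewer was treated as at the limit of detection, and folds against it are lower bounds that cover counting error only. Shares are given with a 95% Wilson interval. Contigs of 1 gene, or of gene families such as histones, can share reads, and their values are uncertain to that extent.

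The contigs named in the text are those of Table 2, the 10 genes followed by qPCR, the contigs annotated as vasa, piwi or nanos, and at each stage the 3 contigs with the smallest deposited p-value in each direction. The alternatives covered the FDR threshold, the family of tests, a fold minimum of 2, pseudocounts, the filter on low counts, the scaling, voom, the negative binomial exact test and leaving out each library. Counting both mates in the negative binomial exact test and lowering the fertile libraries were added after the data were seen. Contig names were taken from the paper and its supplementary sheets, of which those for stages B1, B2, C1, C2 and D were used. Human homologs at A1 and A2 were not analysed here.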

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

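All tests in this part were chosen after the calls had been seen, apart from the test of the difference between stages, which was set before. For 65 named contigs in a fit over the 42 libraries, the fertile against infertile difference at each stage was compared with its mean over the other stages, and 25 of 455 combinations passed a 10% FDR, of which 4 belong to genes followed by qPCR. The difference of tsk-1 at C2 was lower by a log2 value of -6.02 (limma adjusted p = 0.0321), and that of tsk-2 at C2 by -5.88 (limma adjusted p = 0.0583). That of zp-1 at C2 was higher by 3.44 (limma adjusted p = 0.0464), and that of ldlr at A1 was lower by -2.90 (limma adjusted p = 0.0348). Most of the 25 combinations were lower at C2, for example Bot_c25439 by -7.40 and Bot_rep_c36004 by -7.51. Besides zp-1, Bot_c1378 was higher at C2, by 4.11. For tsk-1 at C2 the infertile mean rests on 1 library: the ratio of the means is 0.107, and it rises to 3.35 when that library is left out. The genotypes recur at all stages, which the fit does not model. The fertile mean of tsk-1 was 3522 normalized counts at B2, 45.0 at C2 and 23.5 at D. That of tsk-2 was 337, 2.46 and 4.43 at these stages, which were normalized separately. The lower differences of these genes at C2 thus go with low fertile means, and for tsk-1 with the 1 infertile library as well. A change along the blastogenic cycle as the reason was not tested further and stays open. Contigs called at other stages had a median of 78.7% of the fertile mean at C1 and 53.4% at C2 in the infertile library numbered 1 at each stage, but 22 of 318 of them at C1 and 25 of 242 at C2 lay under 1/20 of the lowest fertile library, against at most 7 and 11 in a fertile library. This argues against a fertile library of that stage in its place, but less so at C2: without the contigs called at the stage itself the counts were 15 against at most 7 at C1 and 7 against at most 10 at C2. Fertile library 3 of A2 had 127 of 443, so a fertile library can reach such counts, and one of another stage is not covered. Why the C2 library holds tsk-1 was not tested.

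The paper describes contigs upregulated in fertile animals, and 78 of the 1789 calls were lower in fertile animals. They fall on 66 contigs, and 10 of these were called lower at 2 or more stages. At D, Bot_rep_c43226 had 173 ± 14.2 normalized counts (SD, n = 3) in infertile and 13.5 ± 6.94 (SD, n = 3) in fertile libraries. At A2, Bot_rep_c35573 had no reads in any fertile library and was at least 129-fold higher in the mean of the infertile libraries, but the groups overlapped. A variant of the genotypes against the assembly was not tested. Total count scaling raises the median log2 fold change of all contigs by 0.05 to 0.24. With the fertile libraries lowered by as much instead, a setting chosen after seeing the data, 849 of 876 limma calls were higher in fertile animals (96.9%), against 899 of 911 without it. This argues only against a scaling difference of that size as the reason for the imbalance. The contigs called from the deposited p-values had median log2 fold changes between 2.80 at D and 9.23 at C1. A shift of that size could therefore hardly change the share, and a larger one was not tested.

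Outside Table 2, 21 contigs were called at 5 or more stages, and 13 of them have a human homolog in the supplementary sheets. Bot_rep_c50316, without a named human homolog, was called at all 7 stages and had 6561 ± 1581 against 9.54 ± 5.09 normalized counts at B2 (SD, n = 3 each; limma adjusted p = 0.0086). The same genotypes recur at every stage, so that repeated calls are not independent, and a difference between genotypes unrelated to fertility cannot be separated from fertility in this design. No test of either was made.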

How the results depend on the processing

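No paired analysis was made. The deposited columns carry no replicate number, and no genotype was assigned to a recovered library from the match of library totals. The paper names different genotypes for the fertile and the infertile libraries, apart from SB841, which is also in the infertile pool. SB802a in the fertile pool and the infertile SB802d share a number, and the paper does not say whether they are the same genotype.

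For the calls from the deposited p-values, 28 of 35 settings kept the count within 1.5 times. At a 5% FDR the count at A2 was 83. At a 1% FDR it was 35 at A2, 38 at B2, 29 at C2 and 67 at D, as a stricter threshold calls fewer contigs. Adjusted over all 7 stages together, the count was 25 at C1 and 95 at C2.

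On library values, limma called 5 or more contigs at 4 stages, and there 31 of 40 settings kept the count within 1.5 times. At A2 and C1 it called 0 contigs and at C2 1, so an unchanged count there says nothing on stability. The 31 include lowering the fertile libraries, a setting chosen after seeing the data, which gave 427 at A1, 430 at B1, 5 at B2 and 13 at D, and the total count scaling, which raised the median log2 fold change of all contigs by 0.05 at C1 to 0.24 at D. With voom the count was 192 at A1, 100 at B1, 0 at B2 and 5 at D. At B2 1314 contigs had an unadjusted p below 0.05 with limma on log2 values, fewer than the 1887 expected by chance. A pseudocount of 5 gave 10 at C2. The negative binomial exact test gave 121 at A2, 135 at B2, 8 at C1, 53 at C2 and 214 at D. With both mates counted, a setting chosen after seeing the data, it gave 173 at A2, 713 at B1, 152 at B2, 11 at C1, 79 at C2 and 276 at D. The cause of these differences was not tested.

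Across the 6 fits per stage that each left out 1 library, the limma count went from 132 to 607 at A1, 0 to 193 at A2, 141 to 978 at B1, 0 to 28 at B2, 0 to 0 at C1, 0 to 252 at C2 and 1 to 581 at D. The highest counts came without infertile library 3 at A1, B1 and D, without fertile library 3 at A2 and without infertile library 1 at B2 and C2. The lowest came without fertile library 1 at A1 and B1, and without fertile library 3 at D.

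The share of calls higher in fertile animals left its interval in 5 of 19 settings. Centring, 1 setting at each of the 7 stages, changed the direction of no call, so it says nothing on stability. The share was 99.8% at A1 with calls at a 5% FDR, and with calls from limma 98.9% at B1 (446 of 451) and 93.8% at D (15 of 16). The limma shares at B2 and C2, 100% each, rest on 5 of 5 calls and 1 of 1 call, so they say nothing on stability. Limma made no calls at A2 and C1, so no share is given. Human homologs at B2 numbered 38 at a 5% FDR. With contigs called elsewhere at a 1% FDR, the share higher in fertile animals was 98.3% at B2, 96.2% at C1, 52.0% at C2 and 90.8% at D.

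The fold changes of 34 named contigs stayed above 1 in all 335 settings tried, with a lowest value of 3.89. Most moved by less than the spread between libraries: under another pseudocount, centring or geometric mean 126 ratios did and 10 did not. Leaving out 1 library moved the ratio by over 1.5 times for 14 of the 29 contigs with infertile libraries above the limit of detection. Without 1 infertile library it went from 944 to 2757 for histone H1.0, 927 to 2140 for vitellogenin, 502 to 1289 for Bot_rep_c36004, 315 to 772 for Bot_c1378, 289 to 544 for CAP3_round1_contig_5576, 182 to 295 for CAP3_round1_contig_8583, 136 to 268 for Bot_rep_c45410, 97.5 to 325 for cyclin A1, 54.1 to 324 for otoancorin, 29.3 to 63.7 for CAP3_round1_contig_9460, 22.8 to 77.7 for Bot_rep_c36144 and 5.41 to 11.4 for hsd17b8. Without 1 fertile library it was 594 for histone H1.0, 201 for Bot_c1378, 79.9 in place of 136 for Bot_c2928 and 131 in place of 197 for zp-1. For the other 5 contigs the infertile libraries are at the limit of detection, and p-selectin went from 191 to 469. A ratio whose infertile mean becomes 0 without a library has no value.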

Differences from the paper's values

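The counts of DE contigs from limma on library values differ from the paper's counts by over 1.5 times at 5 stages. At A1 and B1 they were also lower, with 438 against the paper's 592 and 451 against the paper's 647, but within 1.5 times. At the 5 stages limma gave 0 against the paper's 136 at A2, 5 against the paper's 125 at B2, 0 against the paper's 7 at C1, 1 against the paper's 61 at C2 and 16 against the paper's 221 at D. At A2 and C1, 2320 and 1593 contigs had an unadjusted p below 0.05, against 1869 and 1914 expected by chance. Of the alternatives set before the data were examined, the negative binomial exact test on whole reads came within 1.5 times of the paper's counts at these stages, with 121, 135, 8, 53 and 214 contigs. The fits without 1 library also did so at A2, without fertile library 3, with 193 contigs. The other alternatives set then did not. Counting both mates in the negative binomial exact test, a setting chosen after seeing the values, gave 173 contigs at A2, 152 at B2, 79 at C2 and 276 at D, also within 1.5 times of the paper's counts. At C1 it gave 11 against the paper's 7, which is not within 1.5 times. The counts from the deposited p-values are equal to the paper's at all 7 stages.

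For Kelch-like protein 10 (Bot_c2674) at A1 the paper gives a p of 5.53E-04 and an adjusted p of 1.41E-01. The authors' deposited table of that stage gives 5.28e-16 and 1.43e-12. No alternative was run for these deposited values. The deposited table of stage A2 gives 0.000553 and 0.141 for the same contig.

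The paper states that nanos was not differentially expressed, while the nanos contig passed a 10% FDR in the deposited p-values at A1 (9.71-fold) and B1 (7.79-fold). It lists hsd17b8 among upregulated genes, while its adjusted p at B1 was 0.227. The paper describes all contigs called at A1 and A2 as upregulated in fertile animals, while 5 and 7 of them were lower. It names B1 and B2 as the stages with most DE genes, while B2 had 125 calls, fewer than A1 with 592, D with 221 and A2 with 136. For 4 genes the paper states a stage of highest expression in fertile colonies by qPCR, scaled to a reference gene. In the sequencing data, normalized separately by stage, 0 of these 4 genes had their highest fertile mean at that stage. The measures are unlike, so this is not a difference in the paper's sequencing values. For 3 of them the stage named by the paper lies within the spread between libraries: vitellogenin had a fertile mean of 45604 ± 22582 at B1 and 44523 at B2, tetraspanin-8 155 ± 79.2 at B1 and 151 ± 30.2 at A1, and otoancorin 6371 ± 6193 at B2 and 4925 ± 728 at A1 (SD, n = 3, where library values were recovered). For ldlr the mean was 1277 ± 383 at B1 and 326 ± 293 at A2 (SD, n = 3 each).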

Other observations

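The tests in this part were chosen after the calls had been seen, apart from the splits of the libraries. Among the 10 splits of the 6 libraries of a stage into 3 and 3, the number that gave as many limma calls as the real one, itself included, was 1 at A1, 1 at B1, 3 at B2, 5 at C2 and 2 at D. At A2 and C1 the real split had 0 calls, so all 10 splits reach it and the number tests nothing. The highest count of any other split was 360 at A1 and 121 at B1, against 438 and 451 for the real split. At the other stages it was above the real one: 61 against 0 at A2, 68 against 5 at B2, 128 against 0 at C1, 53 against 1 at C2 and 85 against 16 at D. At A2 and C1, 2320 and 1593 contigs had an unadjusted p below 0.05 in the real split, against 1869 and 1914 expected by chance. Of the 10 splits, 3 at A2 and 6 at C1 had as many, the real one included, and the highest counts of another split were 3333 and 3897. At A1 and B1 the real split had 2820 and 3190 such contigs, and 3 of 10 splits had as many at each. The highest counts of another split there were 4457 and 4656. At B2 and C2, 6 and 2 of 10 splits had as many, and at D 1, the real one. With 10 splits no share under 0.1 can be reached, so these counts do not exclude an accidental division of the libraries.

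Few contigs were called at C1. Lower depth does not account for it: B1 libraries thinned to the depth of the C1 libraries still gave 441 limma calls. Among contigs called higher at B1, the median SD between libraries of a group was 2.29 times as large at C1 as at A1, and the median log2 difference was 2.22 at C1 against 4.95 at A1. A wider spread and a smaller difference may both contribute. Over all contigs the median SD was 0.683 at C1 and 0.676 at A1, so the wider spread is not general.

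Contigs called higher at other stages were followed in each library, as a median percentage of the fertile mean of the stage. At A1 the infertile libraries were between 1.36% and 4.20%, and the fertile ones between 84.8% and 124%. At A2 the fertile libraries were at 173%, 99.7% and 17.7%. At C1 the infertile libraries 1, 2 and 3 were at 78.7%, 7.39% and 4.49%, and the fertile ones at 63.1%, 48.1% and 177%. At C2 the infertile libraries were at 53.4%, 17.6% and 7.47%.

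At 6 of the 7 stages the highest correlation of log2 values across contigs was between a fertile and an infertile library, for example 0.901 at A1, where pairs within a group reached 0.831. Contigs are not independent replicates. A candidate explanation is a genotype shared between the groups. The paper lists SB841 as a fertile genotype and as part of the infertile pool. SB802a in the fertile pool and the infertile SB802d also share a number. No genotype was assigned to the recovered libraries from their values, so a shared genotype was not tested further and stays open. An infertile library replaced by a fertile one of the same stage is argued against at A1, B1 and D. No infertile library there went above 29.9%, and no fertile one lay below 59.9%. The argument is weaker at A2 and B2, where the highest infertile libraries were at 5.38% and 19.6% and the lowest fertile ones at 17.7% and 49.3%. A fertile library of another stage is not covered, since fertile library 3 of A2 lay below some infertile libraries of B2 and D. At C1 and C2, infertile library 1 reached 78.7% and 53.4%, and the contigs with a fertile mean of at least 100 normalized counts were counted that lie under 1/20 of the lowest fertile library, other than the library itself.

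In the infertile library numbered 1 at each stage these were 22 of 318 contigs (6.92%) at C1 and 25 of 242 (10.3%) at C2, against at most 7 and 11 in a fertile library of these stages. Of contigs called at 4 or more other stages they were 9 of 56 and 11 of 38, against 0 in every fertile library of these stages. At C1 vitellogenin had 136 normalized counts in that library and at least 7281 in the fertile ones, and at C2 678 and at least 22005. The contigs were chosen by calls at other stages only. These values argue against a fertile library of the same stage in its place, but less so at C2: without the contigs called at the stage itself, the counts were 15 against at most 7 at C1 and 7 against at most 10 at C2. Fertile library 3 of A2 had 127 of 443, so a fertile library of another stage is not covered. At A2 infertile libraries 1 and 3 had 47 and 99, fewer than that fertile library, and at B2 infertile library 1 had 18 against at most 23. The argument at these stages rests on the median. The infertile library numbered 1 had 719 normalized counts of tsk-1 at C1, and the one numbered 1 at C2 had 1235; a number is not shared between stages. An infertile colony with male germ cells and a mixture with another library were not tested and stay open.

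The size of the calls may also depend on how pairs are counted. The negative binomial exact test called 1773 contigs over the 7 stages with each pair counted once and 2028 with both mates counted, which is consistent with a gain in calls from counting each pair as 2 reads.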
